# Inhibition of microbiota-dependent TMAO production attenuates chronic kidney disease in mice

**DOI:** 10.1038/s41598-020-80063-0

**Published:** 2021-01-12

**Authors:** Wenchao Zhang, Aika Miikeda, Jonathan Zuckerman, Xun Jia, Sarada Charugundla, Zhiqiang Zhou, Karolina Elżbieta Kaczor-Urbanowicz, Clara Magyar, Fangfei Guo, Zeneng Wang, Matteo Pellegrini, Stanley L. Hazen, Susanne B. Nicholas, Aldons J. Lusis, Diana M. Shih

**Keywords:** Cell biology, Molecular biology, Cardiology, Diseases, Nephrology

## Abstract

Patients with chronic kidney disease (CKD) have elevated circulating levels of trimethylamine N-oxide (TMAO), a metabolite derived from gut microbes and associated with cardiovascular diseases. High circulating levels of TMAO and its dietary precursor, choline, predict increased risk for development of CKD in apparently healthy subjects, and studies in mice fed TMAO or choline suggest that TMAO can contribute to kidney impairment and renal fibrosis. Here we examined the interactions between TMAO, kidney disease, and cardiovascular disease in mouse models. We observed that while female hyperlipidemic apoE KO mice fed a 0.2% adenine diet for 14 weeks developed CKD with elevated plasma levels of TMAO, provision of a non-lethal inhibitor of gut microbial trimethylamine (TMA) production, iodomethylcholine (IMC), significantly reduced multiple markers of renal injury (plasma creatinine, cystatin C, FGF23, and TMAO), reduced histopathologic evidence of fibrosis, and markedly attenuated development of microalbuminuria. In addition, while the adenine-induced CKD model significantly increased heart weight, a surrogate marker for myocardial hypertrophy, this was largely prevented by IMC supplementation. Surprisingly, adenine feeding did not increase atherosclerosis and significantly decreased the expression of inflammatory genes in the aorta compared to the control groups, effects unrelated to TMAO levels. Our data demonstrate that inhibition of TMAO production attenuated CKD development and cardiac hypertrophy in mice, suggesting that TMAO reduction may be a novel strategy in treating CKD and its cardiovascular disease complications.

## Introduction

Previous studies by our groups identified a novel dietary/meta-organismal pathway for cardiovascular disease (CVD) whereby bacterial metabolism of dietary choline and L-carnitine in the intestine leads to an intermediate metabolite, trimethylamine (TMA), which is absorbed from the gut and subsequently oxidized by hepatic flavin-containing monooxygenases (FMO) to generate trimethylamine N-oxide (TMAO)^1–3^. Romano et al. identified eight bacterial species from human intestine representing two different phyla (*Firmicutes* and *Proteobacteria),* which can convert choline to TMA in vitro^4^. A more recent study quantified and characterized bacterial genes encoding enzymes responsible for TMA production, including choline-TMA lyase (*CutC*), carnitine oxygenase (*CntA*) and betaine reductase (*GrdH*) in 89 fecal samples derived from various mammals^5^. The study showed that bacteria harboring *CutC* and *GrdH* are predominately affiliated with various taxa within *Firmicutes,* whereas *CntA* comprised sequences primarily linked to *Escherichia*^5^. In humans, plasma TMAO levels are elevated in patients with CVD compared to healthy controls, and exhibit a dose-dependent relationship with severity of atherosclerotic disease, and are associated with a ~ twofold increased risk for major adverse cardiac events (MACE), including death, myocardial infarction (MI), and stroke, independent of traditional CVD risk factors, renal function, and medications^6–8^. Multiple studies have replicated the association of TMAO with CVD and mortality^8,9^, including in patients with chronic heart failure^8,10^, diabetes mellitus^11^ and renal disease^12,13^. Multiple meta analyses confirm an overall positive association between circulating TMAO levels and CVD and mortality risks^8,14^, though not all studies have reported the same positive relationships^9^. Feeding mice with choline or TMAO leads to significant increases in plasma TMAO levels, thereby promoting atherosclerosis and thrombosis^2,15^. Non-lethal inhibition of gut microbial TMA production has recently been shown to decrease atherosclerosis^16^ and thrombosis potential^17^, and benefit tissue remodeling changes in preclinical models of heart failure^18^ and isoproterenol infusion-driven cardiorenal disease in mice^19^. Thus, there is growing potential for the use of inhibitors that target the gut microbiome as a novel therapeutic strategy for the treatment of cardiovascular and metabolic diseases.

Chronic kidney disease (CKD) is a serious public health problem that affects 15% (37 million) of United States (US) adults (Center for Disease Control and Prevention. Chronic Kidney Disease Surveillance System—US 2020. Available from: http://www.cdc.gov/ckd) and is associated with premature death, primarily due to CVD^20,21^. TMAO levels in patients with CKD are elevated^12,13,22–24^, likely due to impaired renal excretion of TMAO^12,23^ and possibly due to altered gut microbiome^22^. In addition, mice fed with choline or TMAO demonstrate significantly increased renal fibrosis and impaired renal function^12^, suggesting that TMAO is not merely a marker of reduced renal function, but a potential cause of CKD. Furthermore, choline and TMAO feeding in mice is associated with increased phosphorylation of SMAD family member 3 (Smad3) in the kidney^12^, which is an important regulator of the profibrotic transforming growth factor β (TGF-β)/Smad3 signaling pathway during fibrotic kidney disease^25^. In a previous study we showed that choline feeding increases TMAO levels and promotes inflammatory responses in arterial vascular cells through the activation of the nuclear factor-kappa B (NF-κB) signaling pathway^26^. In addition, TMAO has been suggested to promote CVD through several other pro-atherogenic mechanisms, including foam cell formation, reverse cholesterol transport, platelet responsiveness/thrombosis, activation of the NLR family pyrin domain containing 3 (NLRP3) inflammasome, and changes in tissue cholesterol, sterol, and bile acid metabolism^2,3,15,27–29^. These studies support the notion that the increased CVD risk associated with CKD may arise in part from elevated TMAO levels.

Here, we investigate how inhibition of gut microbiota-dependent TMA production affects the development of adenine-induced CKD and CVD traits in hyperlipidemic apolipoprotein E (apoE) knockout (KO) mice. Our results indicate that TMAO promotes CKD, and that in the context of CKD this contributes to cardiac hypertrophy.

## Results

### Inhibition of TMAO production attenuates chronic kidney disease induced by adenine feeding

ApoE KO mice, instead of wild-type mice, were chosen for this study since we aimed to study atherosclerosis and these mice develop hypercholesterolemia and atherosclerosis spontaneously without dietary intervention^30^. Furthermore, CKD induced by 5/6 nephrectomy (5/6Nx) has been shown to increase atherosclerosis in apoE KO mice^31–33^. Female mice were chosen for the study instead of males since our preliminary data showed that male mice fed the adenine diet for 8 weeks lost a very substantial amount of body weight (19%) and appeared unhealthy for further characterization. It appears that sex hormones may be the cause of greater susceptibility of male kidneys to progressive renal injury in mice^34,35^. Therefore, one-month old female apoE KO mice were fed standard chow (control; Con) or adenine (Ade) diets with or without iodomethylcholine (IMC; see Methods) for 14 weeks to examine the effects of reduced TMAO on CKD and atherosclerosis. At the end of the 14-week feeding period, the body weights of mice receiving either Ade or Ade + IMC were significantly decreased compared to either Con or Con + IMC groups, whereas there were no significant differences in body weight between Con and Con + IMC or between Ade and Ade + IMC groups (Supplemental Fig. S1). The decreased body weights observed in the Ade and Ade + IMC groups compared to the control groups were not due to decreased food consumption since there were no significant differences in food consumption among the 4 groups of mice (Supplemental Fig. S1). Similar food consumption between the Ade and Ade + IMC mice suggested that similar amounts of adenine were ingested by these two groups of mice. Plasma TMA levels of the Con + IMC group showed a trend of a decrease compared to the Con group (0.08 μM vs. 0.15 μM, p = 0.15, Supplemental Fig. S1). Also, there was a trend of a decrease in TMA levels in the Ade + IMC group compared to the Ade group (0.08 μM vs. 0.14 μM, p = 0.15). Plasma TMAO levels of the Ade group were 8.8-fold higher than the Con group (60 μM vs. 6.8 μM, p < 0.0001, Fig. 1a). IMC dramatically decreased TMAO levels (0.8 μM) in Ade + IMC group compared to the Ade group (p < 0.0001, Fig. 1a). In addition, TMAO levels of Con + IMC group were significantly decreased compared to the Con group (0.4 μM vs. 6.8 μM, p < 0.0001, Fig. 1a). These data demonstrated the effectiveness of IMC in blocking TMAO production in mice fed either a control or an adenine diet.

**Figure 1:**
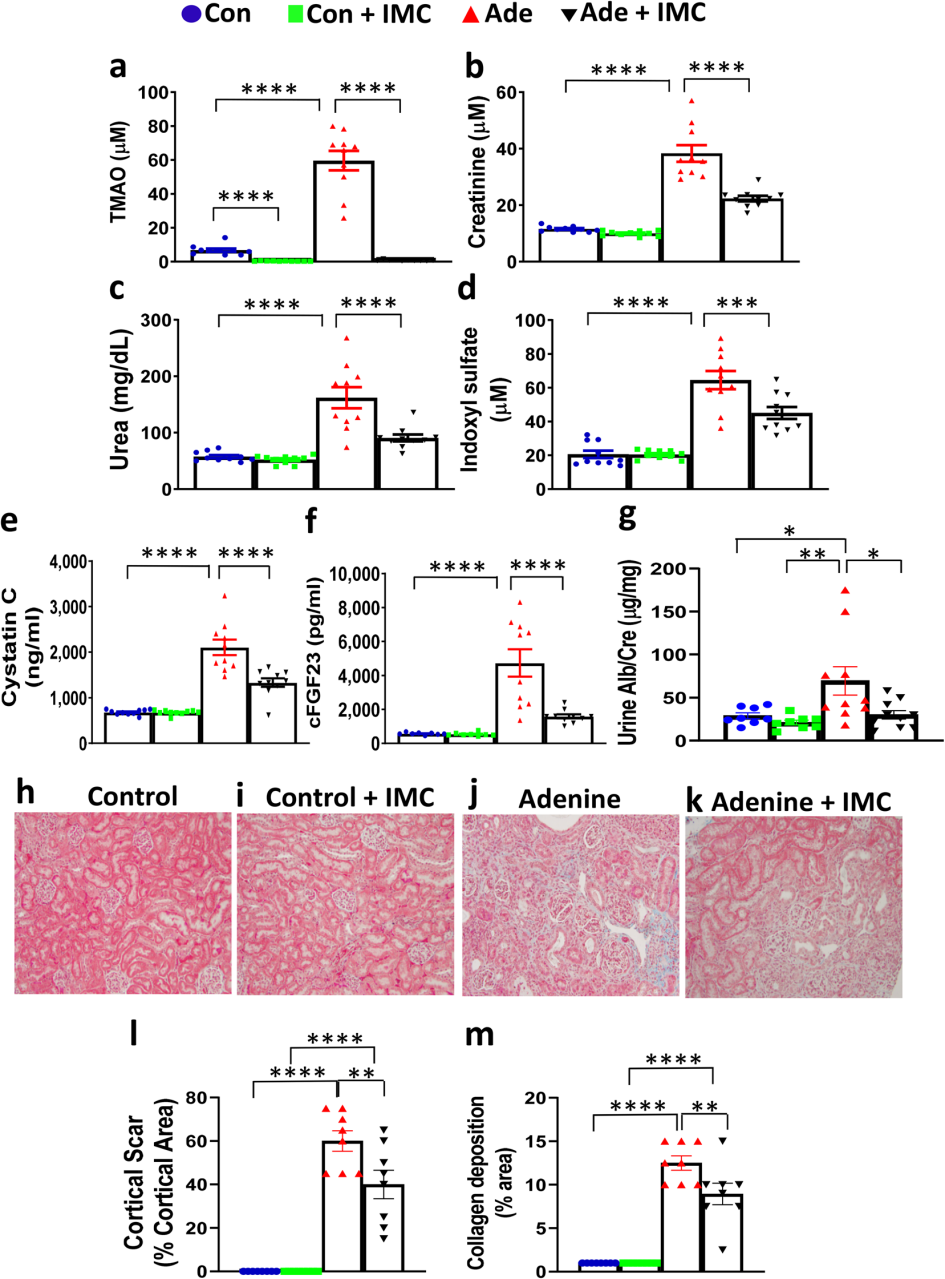
Inhibition of TMAO production attenuates chronic kidney development induced by adenine feeding. Female apoE KO mice (n = 10 per group) were fed control (Con), control + IMC (Con + IMC), adenine (Ade), or adenine + IMC (Ade + IMC) diets for 14 weeks before measurements of traits. Plasma levels of (**a**) TMAO, (**b**) creatinine, (**c**) Urea, (**d**) Indoxyl sulfate, (**e**) Cystatin C, and (**f**) c-terminal FGF23 (cFGF23) are shown. (**g**) Urine albumin (Alb) to creatinine (Cre) ratios are shown. Representative kidney sections stained with Masson’s trichrome are shown in (**h**–**k**). Quantification of kidney pathology, (**l**) cortical scar, and (**m**) collagen deposition, in the kidney sections of all 4 groups are shown. Individual values, means, and standard errors are shown. Sample sizes were n = 10/group for (**a**–**f**), n = 8–10/group for (**g**), and n = 8 kidneys/group for (**l**,**m**). For (**a**–**f**,**l**,**m**), post hoc multiple comparisons analysis was performed after significant two-way ANOVA. Symbols: *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

We next monitored multiple circulating markers of kidney function, including creatinine, urea, cystatin C, and fibroblast growth factor 23 (FGF23). Notably, all markers were significantly elevated in the Ade group compared to the Con group, confirming renal injury and reduced function in the adenine fed mice. Importantly, mice in the Ade + IMC group showed significantly reduced circulating levels of all renal injury markers compared to the Ade group: 41% decrease in creatinine (p < 0.0001), 41% decrease in urea (p < 0.0001), 37% decrease in cystatin C (p < 0.0001), and 64% decrease in FGF23 (p < 0.0001) (Fig. 1b,c,e,f), demonstrating that IMC attenuated CKD induced by adenine feeding. In additional studies, circulating levels of a uremic toxin, indoxyl sulfate, were found to be increased threefold in the Ade group compared to the Con group (Fig. 1d). However, when the gut microbiota targeting inhibitor IMC was provided, there was a significant 31% reduction in indoxyl sulfate levels in the Ade + IMC group versus Ade group (p < 0.001, Fig. 1d). The adenine diet-induced CKD mouse model simulates multiple features of CKD including development of microalbuminuria. We therefore examined urine albumin-to-creatinine ratio (UACR) in the mouse groups and noted a significant increase in the Ade group (compared to the Con and Con + IMC groups; Fig. 1g), indicating impaired kidney function in the former. The Ade + IMC group exhibited significantly decreased UACR (57% decrease, p = 0.03) compared to the Ade group, demonstrating significant improvement in kidney function in the former (Fig. 1g). In fact, there were no significant differences in UACR among the Con, Con + IMC, and Ade + IMC groups (Fig. 1g).

To examine tissue remodeling during CKD, histological sections of kidney were stained with Masson’s trichrome and quantitated for cortical scar area and collagen deposition. Kidney sections of both Con and Con + IMC groups appeared normal (Fig. 1h,i), whereas those of the Ade and Ade + IMC groups showed cortical scar and collagen deposition (Fig. 1j,k). Quantification of the pathological changes revealed no cortical scar and less than 1% collagen deposition in the Con and Con + IMC groups (Fig. 1l,m). There were significant decreases in cortical scar (by 33%, p = 0.003) and collagen deposition (by 28%, p = 0.004) in the Ade + IMC group compared to the Ade group (Fig. 1l,m). There was no global glomerulosclerosis, vascular, or perivascular fibrosis in any group. These data demonstrated that IMC not only significantly decreased circulating levels of kidney disease markers but also decreased renal pathological changes associated with adenine feeding and improved kidney function.

### IMC supplementation results in a kidney gene expression profile consistent with decreased inflammation and fibrosis following adenine feeding

qPCR analysis revealed that adenine treatment significantly increased the mRNA levels of inflammatory and fibrosis genes in the kidney by 15- to 100-fold compared to the Con group (Fig. 2a). IMC supplementation significantly decreased renal expression of inflammatory genes, C–C motif chemokine ligand 2 (Ccl2, p < 0.05), C–C motif chemokine ligand 20 (*Ccl20,* p < 0.01), and lipocalin-2 (*Lcn2,* p < 0.05), and fibrosis genes, collagen type I alpha 1 chain (*Col1a1,* p < 0.05), and collagen type III alpha 1 chain (*Col3a1,* p < 0.01), caused by adenine feeding (Fig. 2a). RNA-seq analysis revealed 627 down-regulated and 584 up-regulated genes in the kidneys of Ade + IMC group compared to the Ade group (data not shown). 

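Kidney RNA-seq data were analysed from 5 mice of the Con group, 6 mice of the Ade group and 6 mice of the Ade + IMC group. The mice were fed for 14 weeks, with adenine at 0.2% of the diet and iodomethylcholine (IMC, an inhibitor of trimethylamine production by gut bacteria) at 0.06% of the diet in the groups that received them. The 4 mice of the Con + IMC group were not analysed here. The authors aligned short single-end reads to the mouse genome (mm10) with STAR and counted them on Ensembl genes. They deposited the raw counts of the Con and Ade mice, and for the Ade and Ade + IMC mice the counts divided by the size factors of DESeq2's median of ratios method. Each of these normalized counts was a whole multiple of the value of 1 read (100% of the values above 0), so the whole reads were recovered from them. For the 6 Ade mice, which were in both tables, 0 of the recovered values differed from the raw counts. The total count per mouse was 7716126 to 11680809 (median 8864086) in the Con group, 5444833 to 7673215 (median 7306464.5) in the Ade group and 5728589 to 8305968 (median 6996367.5) in the Ade + IMC group. A gene with 3 counts in the smallest library of a group had a CPM (count scaled to the total of the library) of 0.389, 0.551 and 0.524 in the Con, Ade and Ade + IMC groups, and this floor covers counting error only. The CPM values of single mice given further below were scaled to an adjusted library size instead, so they differ from counts over this total. Havcr1, a tubular injury gene read as a check of the labels, had 1 to 7 counts in the Con mice, 549 to 2104 in the Ade mice and 192 to 1580 in the Ade + IMC mice. The Ade + IMC and Ade groups were compared by limma with a trend on log2(normalized count + 1). Limma was chosen because the Ade + IMC values were deposited in normalized form. The recovered reads also allowed edgeR, the test set before the data were examined, which was run as an alternative. The log2 fold changes on limma's scale understate the change of low genes. The Ade and Con groups were compared by edgeR's quasi-likelihood test on the raw counts with TMM normalization. Adjusted p-values are Benjamini-Hochberg values, and 0.1 is the threshold given in the paper's methods. The labels number each mouse, and the first digit of that number is 2, 3 or 4, with a meaning that is not stated. The Ade group held 2, 1 and 3 mice of these digits and the Ade + IMC group held 2 of each, so results are also given with this digit as a block or within it.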

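Of the 14696 genes with a mean normalized count of at least 10, 0 had an adjusted p-value below 0.1 between the Ade + IMC and Ade groups in limma, and the smallest adjusted p-value was 0.601. At an unadjusted p-value below 0.05, 493 genes were lower and 495 higher in the Ade + IMC group, where 735 in all would be expected by chance. Among 100 splits of the same 12 mice into 6 and 6, the real one included, 33 gave as many genes. DESeq2 on the recovered reads called 37 genes at an adjusted p-value below 0.1, of which 16 were lower and 21 higher, and edgeR on the same reads called 0. The setting that moved the count most was DESeq2 with the first digit of the mouse number as a block, chosen after the data were examined, which called 591 genes. With this block in limma, 133 genes were called, 60 lower and 73 higher. Of 100 splits that kept the group sizes within each digit, 3 gave as many called genes. In the authors' deposited table of this comparison, 27 genes had an adjusted p-value below 0.1, and 627 lower and 584 higher genes had an unadjusted p-value below 0.05. Of the genes with an unadjusted p-value below 0.05 in limma, 888 were also below it in the authors' deposited table.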

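Gene families, 5 for each direction, were listed by gene symbol under the names of the clusters in Fig. 2 before the data were examined. The paper found these clusters, with their directions, in this same RNA-seq comparison. Tests of the families in these directions are therefore not independent of the paper's result. Since 0 genes were called, genes with an unadjusted p-value below 0.05 were counted, a choice made after the data were seen. Among the 14596 tested genes with a symbol, 491 (3.36%) were lower in the Ade + IMC group at this threshold. The share was 20 of 169 extracellular matrix genes (odds ratio 3.98, adjusted p = 3.46e-06, one-sided Fisher's exact test), 10 of 63 protease inhibitor genes (odds ratio 5.51, adjusted p = 7.27e-05) and 13 of 64 complement and coagulation genes (odds ratio 7.49, adjusted p = 1.65e-06). It was 19 of 219 immunity genes (odds ratio 2.80, adjusted p = 0.000194) and 14 of 95 cytokine genes (odds ratio 5.08, adjusted p = 8.3e-06), with adjustment over the 10 families. With 1 mouse left out at a time, the odds ratio ranged from 1.49 to 4.87 for immunity and from 1.91 to 6.48 for extracellular matrix genes. The adjusted p-value of Fisher's test for immunity was 0.186, 0.131 and 0.135 without mouse 308, 409 and 412. Each of these 5 families kept its direction in these fits. Fisher's test counts genes, which vary together across mice. When the mean change of each family was compared between mice, none of these families differed by more than the spread between mice. The mean log2 change was -0.02 for extracellular matrix (two-sided exact permutation test, p = 0.755), -0.05 for protease inhibitor (exact p = 0.290), -0.13 for complement and coagulation (exact p = 0.145), -0.15 for immunity (exact p = 0.481) and -0.20 for cytokine genes (exact p = 0.141). Permuted within the first digit of the mouse number, the exact p-values were 0.911, 0.0722, 0.106, 0.267 and 0.0278 in the same order, and the cytokine value adjusted over the 10 families was 0.0926. By limma's camera test on the t statistics of all tested genes, the adjusted p-values were 0.170, 0.118, 0.00181, 2.79e-07 and 4.38e-05. In this form camera takes a preset correlation between genes. It does not measure how the genes vary together in these mice. The genes with the smallest p-values, up to 3 per family, were chosen after their values were seen and numbered 13, with log2 fold changes of -1.51 to -0.30 and limma adjusted p-values of 0.601 to 0.711.

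**Figure D1:**
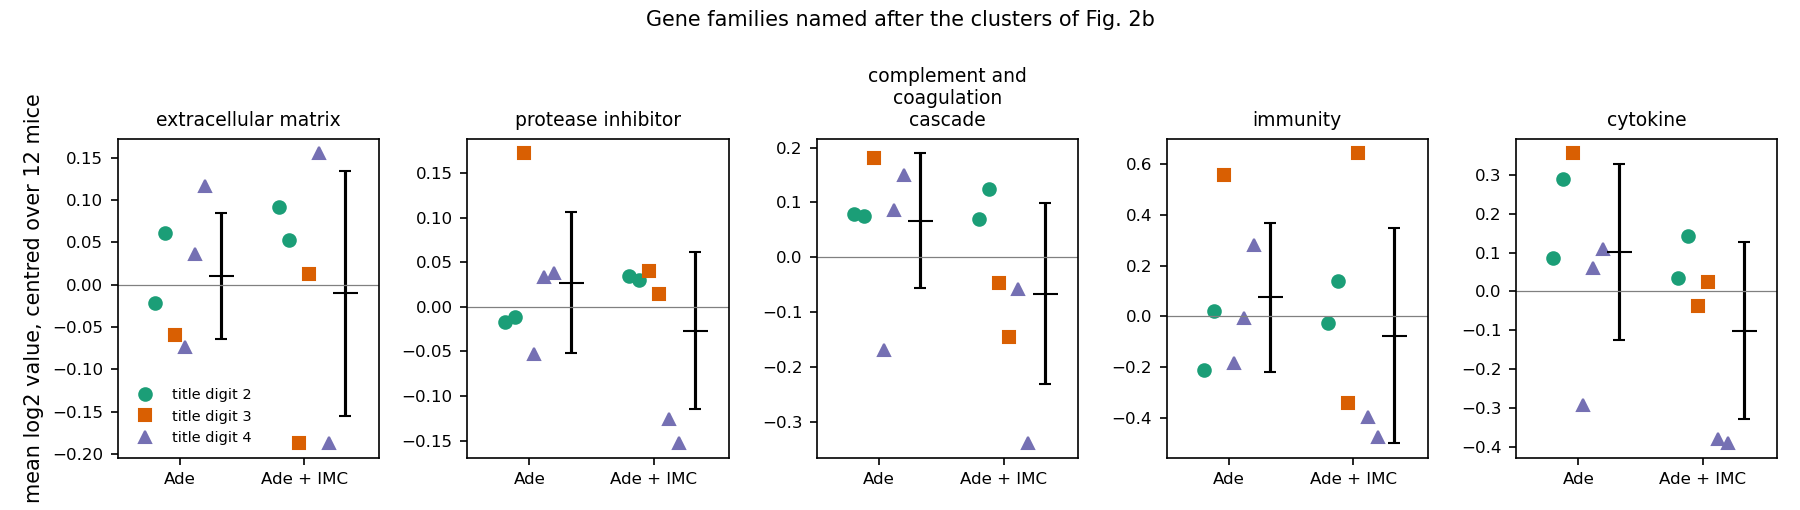
Mean log2 value of each gene family, centred over the 12 mice, with 1 point per mouse of the Ade and Ade + IMC groups; marker shapes give the first digit of the mouse number and bars the mean and SD (n = 6). The mean change runs from -0.20 for cytokine to -0.02 for extracellular matrix genes, and the groups overlap in each panel.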

Pathway analysis of the downregulated genes showed the enrichment of extracellular matrix, protease inhibitor, complement and coagulation cascade, immunity, and cytokine clusters (Fig. 2b and Supplemental Table S1). 

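Wfdc2 and Timp1 encode inhibitors of proteases. Wfdc2 (ENSMUSG00000017723) lies on chromosome 2 of GRCm38 (mm10) from 164562413 to 164568510 on the plus strand. Its normalized count was 2992 ± 582 (SD, n = 6) in the Ade group and 2292 ± 517 (SD, n = 6) in the Ade + IMC group. The log2 fold change was -0.39 (standard error 0.17; limma adjusted p = 0.717; two-sided exact permutation p = 0.0584, and 0.0611 within the digit of the mouse number). Timp1 (ENSMUSG00000001131) lies on chromosome X from 20870166 to 20874735 on the plus strand, within Syn1 but sharing 0 exonic bases with it. Its normalized count was 425 ± 166 (SD, n = 6) in the Ade group and 238 ± 129 (SD, n = 6) in the Ade + IMC group. Timp1 had a log2 fold change of -0.94 (standard error 0.36; limma adjusted p = 0.711; exact permutation p = 0.0541, and 0.0167 within the digit). With the digit as a block the limma adjusted p-values were 0.286 for Wfdc2 and 0.141 for Timp1. Adjusted over the 8 genes the paper names for the kidney, a list fixed before the data were examined, their limma p-values were 0.0747 and 0.0545. Compared to the Con group, the Ade group had log2 fold changes of 0.83 for Wfdc2 and 6.86 for Timp1 (adjusted p = 0.00198 and 1.75e-08, edgeR's quasi-likelihood test).

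**Figure D2:**
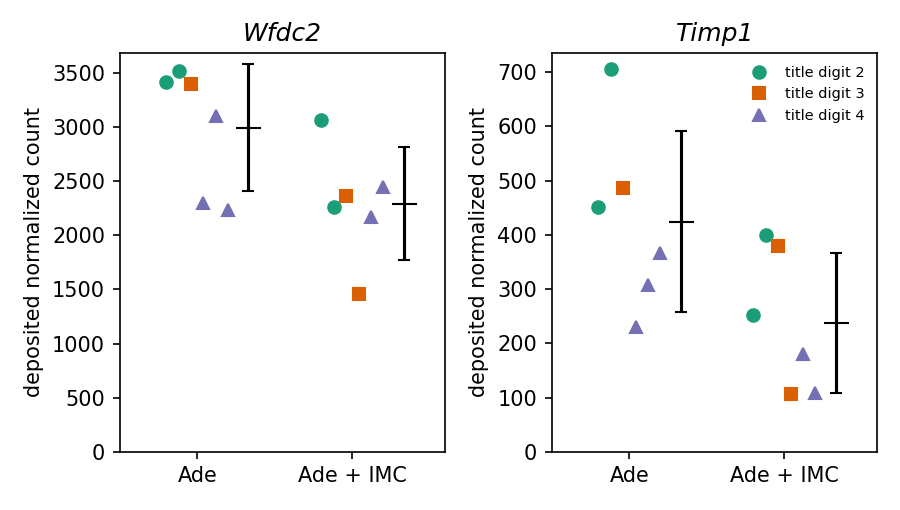
Deposited normalized count of Wfdc2 and Timp1 in each mouse of the Ade and Ade + IMC groups; marker shapes give the first digit of the mouse number and bars the mean and SD (n = 6). The mean is lower in the Ade + IMC group for each gene, and the groups overlap.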

The protease inhibitor functional cluster includes: WAP 4-disulfide core domain-2 (*Wfdc2*), plasminogen activatorinhibitor-1 (PAI-1, encoded by *Serpine1*), tissue inhibitor of metalloproteinase 1 (*Timp1*) and 10 other genes (Supplemental Table S1). Overall, our data suggested that IMC supplementation attenuated the pathological processes, such as fibrosis and inflammation, induced by adenine feeding. 

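To place each kidney between the Con and Ade groups, a score was computed over 9840 genes that differed between these groups, with the Con mean at 0 and the Ade mean at 1, and each Ade mouse was scored on an axis made from the other 5. The score was 0.0126 ± 0.0412 (SD, n = 5) in the Con group, 0.988 ± 0.140 (SD, n = 6) in the Ade group and 0.877 ± 0.164 (SD, n = 6) in the Ade + IMC group. The Ade + IMC mean was 88.8% of the Ade mean, a difference that was within the spread between mice (two-sided exact permutation test, p = 0.227). Within the first digit of the mouse number the difference was -0.149 (exact permutation p = 0.0556), and it was -0.0900, -0.222 and -0.157 for the digits 2, 3 and 4. Leaving out 1 mouse at a time gave 83.6% to 92.5%. The mean of each of the 5 inflammatory and fibrosis genes was lower in the Ade + IMC group than in the Ade group. Ccl2 (ENSMUSG00000035385), on chromosome 11 from 82035571 to 82037453 on the plus strand, had a log2 fold change of -0.66 (standard error 0.22, exact permutation p = 0.0303). Col3a1 (ENSMUSG00000026043), on chromosome 1 from 45311538 to 45349706 on the plus strand, had one of -0.40 (standard error 0.14, exact permutation p = 0.0195), and 141 of its 9816 exonic bases are shared with another annotated gene on the same strand. The log2 fold changes of Ccl20, Lcn2 and Col1a1 were -0.77, -0.60 and -0.21, with exact permutation p-values of 0.132, 0.197 and 0.177. Permuted within the digit, the exact p-values of Ccl2, Ccl20, Lcn2, Col1a1 and Col3a1 were 0.0222, 0.0167, 0.0889, 0.0722 and 0.0167. Over all tested genes the limma adjusted p-values of these 5 genes were 0.711 to 0.788, and adjusted over the 8 kidney genes of the list alone those of Ccl2 and Col3a1 were both 0.0540, and those of Ccl20, Lcn2 and Col1a1 were 0.145, 0.148 and 0.156. Compared to the Con group, the Ade group had a 16.3-fold higher level of Ccl2, 125-fold of Lcn2, 18.4-fold of Col1a1 and 17.5-fold of Col3a1 by edgeR's quasi-likelihood test. Ccl20 had at most 1 count in the Con mice. Its mean CPM in the Ade group, 4.12, was 12.3-fold a Con floor of 0.335 CPM. That floor is below the 0.389 CPM given above for the smallest Con library, which would give a smaller bound. From its kidney expression data overall, the paper proposes that IMC lessened the fibrosis and inflammation that adenine causes.

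**Figure D3:**
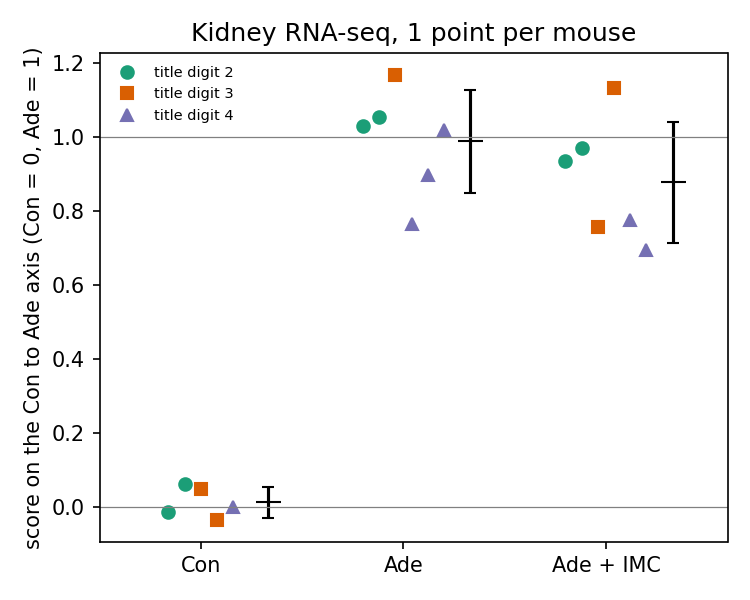
Score of each mouse on the axis from the Con mean (0) to the Ade mean (1), with 1 point per mouse; marker shapes give the first digit of the mouse number and bars the mean and SD (n = 5 Con, 6 Ade and 6 Ade + IMC). The Ade and Ade + IMC mice overlap, with means of 0.988 and 0.877.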

The up-regulated functional clusters include: lipid metabolism, mitochondria, ion transport, endoplasmic reticulum, and cellular water homeostasis (Fig. 2c and Supplemental Table S2), indicating an improved metabolic state associated with IMC supplementation.

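At an unadjusted p-value below 0.05, 493 of the 14596 tested genes with a symbol (3.38%) were higher in the Ade + IMC group. They included 27 of 303 lipid metabolism genes (odds ratio 2.90, adjusted p = 8.9e-06, one-sided Fisher's exact test), 24 of 423 mitochondrion genes (odds ratio 1.76, adjusted p = 0.0104) and 32 of 356 ion transport genes (odds ratio 2.95, adjusted p = 2.38e-06). The share was 17 of 319 for endoplasmic reticulum (odds ratio 1.63, adjusted p = 0.0433) and 7 of 35 for cellular water homeostasis genes (odds ratio 7.24, adjusted p = 0.000194). With 1 mouse left out at a time, the odds ratio ranged from 0.655 to 5.76 for mitochondrion and from 0.975 to 2.31 for endoplasmic reticulum genes, so neither enrichment kept its direction. Compared between mice, the mean log2 change was 0.18 for lipid metabolism (two-sided exact permutation test, p = 0.0779), 0.14 for mitochondrion (exact p = 0.173), 0.12 for ion transport (exact p = 0.0866), 0.09 for endoplasmic reticulum (exact p = 0.123) and 0.19 for cellular water homeostasis (exact p = 0.0130, and 0.130 adjusted over the 10 families). Within the first digit of the mouse number the exact p-values were 0.0556, 0.106, 0.0278, 0.0944 and 0.00556, of which the last is the smallest that the 180 splits can give and was 0.0556 after adjustment, while that of ion transport was 0.0926. By limma's camera test the adjusted p-values were 1.01e-06, 3.07e-09, 0.00330, 0.0217 and 5.97e-05 in the same order. Among the water channels, Aqp6 had a log2 fold change of 0.60 (standard error 0.12), Aqp2 of 0.75 (standard error 0.18) and Aqp4 of 1.31 (standard error 0.40), with limma adjusted p-values of 0.601, 0.601 and 0.711. With the digit as a block these were 0.0599, 0.0602 and 0.0937. The genes with the smallest p-values, up to 3 per family and chosen after their values were seen, numbered 13, with log2 fold changes of 0.25 to 1.31.

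**Figure D4:**
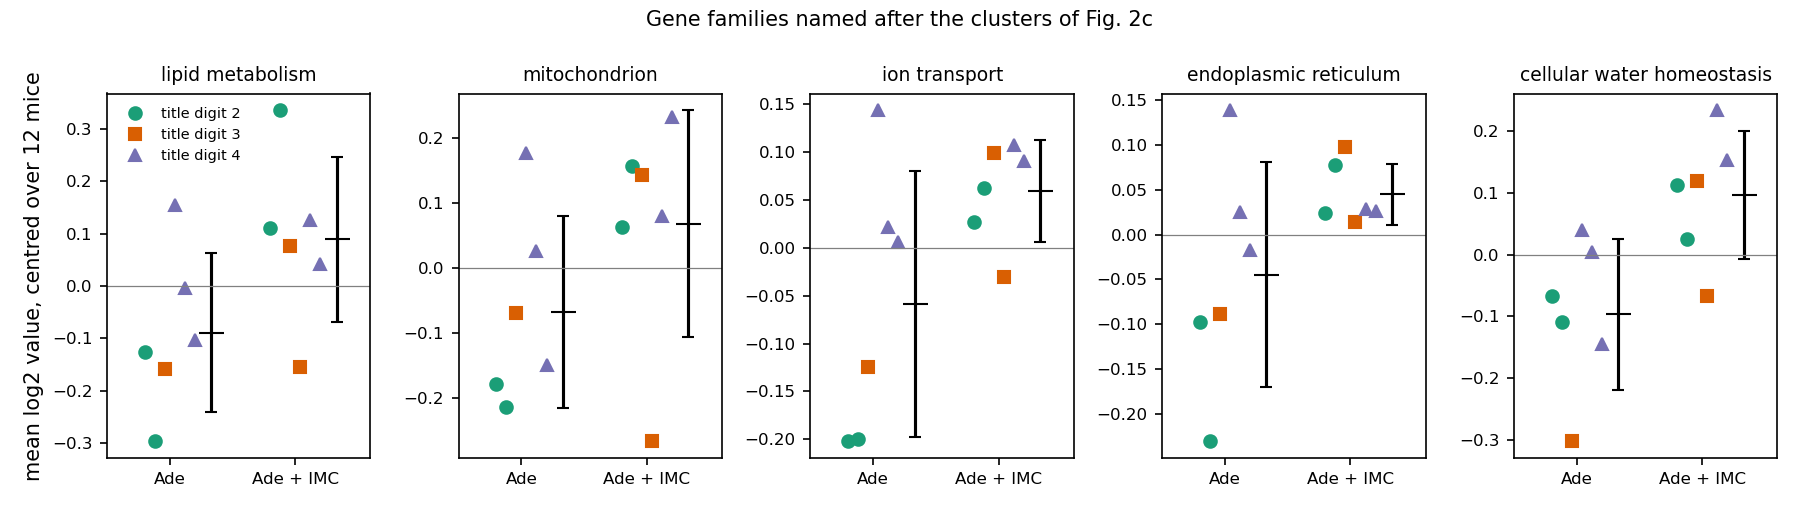
Mean log2 value of each gene family, centred over the 12 mice, with 1 point per mouse of the Ade and Ade + IMC groups; marker shapes give the first digit of the mouse number and bars the mean and SD (n = 6). The mean change runs from 0.09 for endoplasmic reticulum to 0.19 for cellular water homeostasis genes, and the groups overlap in each panel.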

**Figure 2:**
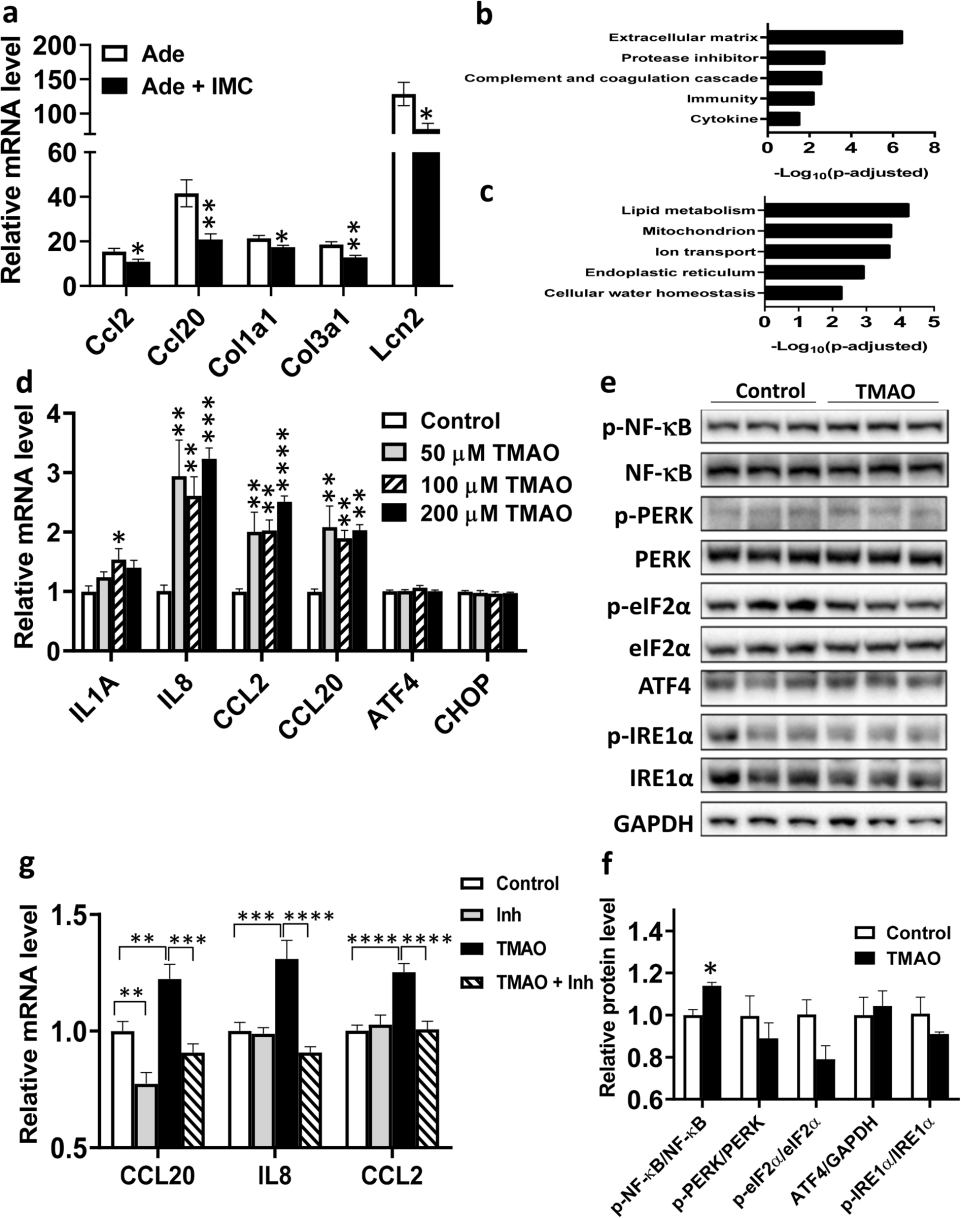
Inhibition of TMAO generation decreases inflammation and fibrosis in the kidneys of adenine diet-induced CKD. Gene expression analysis of kidney samples from the same mice described in Fig. 1 were performed using qPCR (**a**), n = 8 to 9 per group, and RNA-seq (**b**,**c**). Based on the RNA-seq data, pathway enrichment analysis was performed to identify down-regulated (**b**), and up-regulated (**c**) functional clusters in the kidneys of Ade + IMC group compared to the Ade group (n = 6 per group). Gene expression (**d**, n = 4–5/group) and immunoblotting (**e**,**f**, n = 3/group) analysis of MDCK II kidney epithelial cells treated with control, and various doses of TMAO (**d**) or 200 μM of TMAO (**e**,**f**) for 48 h. (**g**) MDCKII cells were treated with control media, 100 nM NF-κB inhibitor IV (Inh), 200 μM TMAO (TMAO), or 200 μM TMAO + 100 nM NF-κB inhibitor IV (TMAO + Inh) for 48 h before gene expression analysis (n = 9 for each group). For (**a**,**f**), two tailed Student’s t-test was performed. Symbols: *p < 0.05, and **p < 0.01. For (**d**) Post hoc Tukey’s multiple comparisons test was performed after significant one-way ANOVA. Symbols: *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 compared to the control group. For (**g**) Post hoc analysis was performed after significant two-way ANOVA. Symbols: **p < 0.01, ***p < 0.001, and ****p < 0.0001.

### TMAO treatment induced inflammation via NF-κB activation in kidney epithelial cells

To better understand the mechanism of the action of TMAO in the kidney, we quantified the expression of inflammatory and unfolded protein response (UPR) genes in MDCK II kidney epithelial cells in response to various doses of TMAO after 48 h. We observed that TMAO (as low as 50 μM up to 200 μM) significantly increased the mRNA levels of the inflammatory genes: interleukin 8 (*IL8*), *CCL2*, and *CCL20* by two to threefold compared to the control group, whereas the mRNA levels of genes involved in UPR, activating transcription factor 4 (ATF4) and CHOP (DNA damage inducible transcript 3, *DDIT3*) were similar between the TMAO treated and control cells (Fig. 2d). Immunoblotting analysis revealed that the NF-κB pathway is activated by TMAO treatment, as evidenced by significant increases in both the phosphorylation of the NF-κB p65 subunit (Fig. 2e) and the p-NF-κB p65 to total NF-κB p65 ratio (Fig. 2f). In contrast, under the conditions examined, TMAO treatment did not activate proteins in the UPR pathways, including protein kinase R-like endoplasmic reticulum kinase (PERK), eukaryotic initiation factor 2 alpha (eIF2α), ATF4, and inositol-requiring enzyme 1 alpha (IRE1α), in MDCK II cells (all p > 0.09; Fig. 2e,f). The presence of an NF-κB inhibitor, NF-κB inhibitor IV, completely abolished the stimulatory effect of TMAO on the expression of *CCL20* (p < 0.001), *IL8* (p < 0.0001), and *CCL2* (p < 0.0001) (Fig. 2g), suggesting the importance of NF-κB in mediating the inflammatory effect of TMAO. TMAO treatment also significantly induced the expression of the inflammatory molecules, CCL2 and tumor necrosis factor-alpha (TNF-α), in normal human primary renal proximal tubule epithelial cells (RPTEC) (Supplemental Fig. S2).

### Effects of IMC on cardiovascular disease related traits in mice fed the adenine diet

Adenine-fed mice exhibited significantly increased heart weight/body weight ratio (a surrogate marker for myocardial hypertrophy^36^) compared to Con, Con + IMC, and Ade + IMC groups (Fig. 3a), whereas no differences in heart weight/body weight ratio were observed among the Con, Con + IMC, and Ade + IMC groups (Fig. 3a). These data suggested that adenine feeding induced heart hypertrophy in mice—likely as a result of CKD—and cardiac hypertrophy was blocked by IMC treatment.

**Figure 3:**
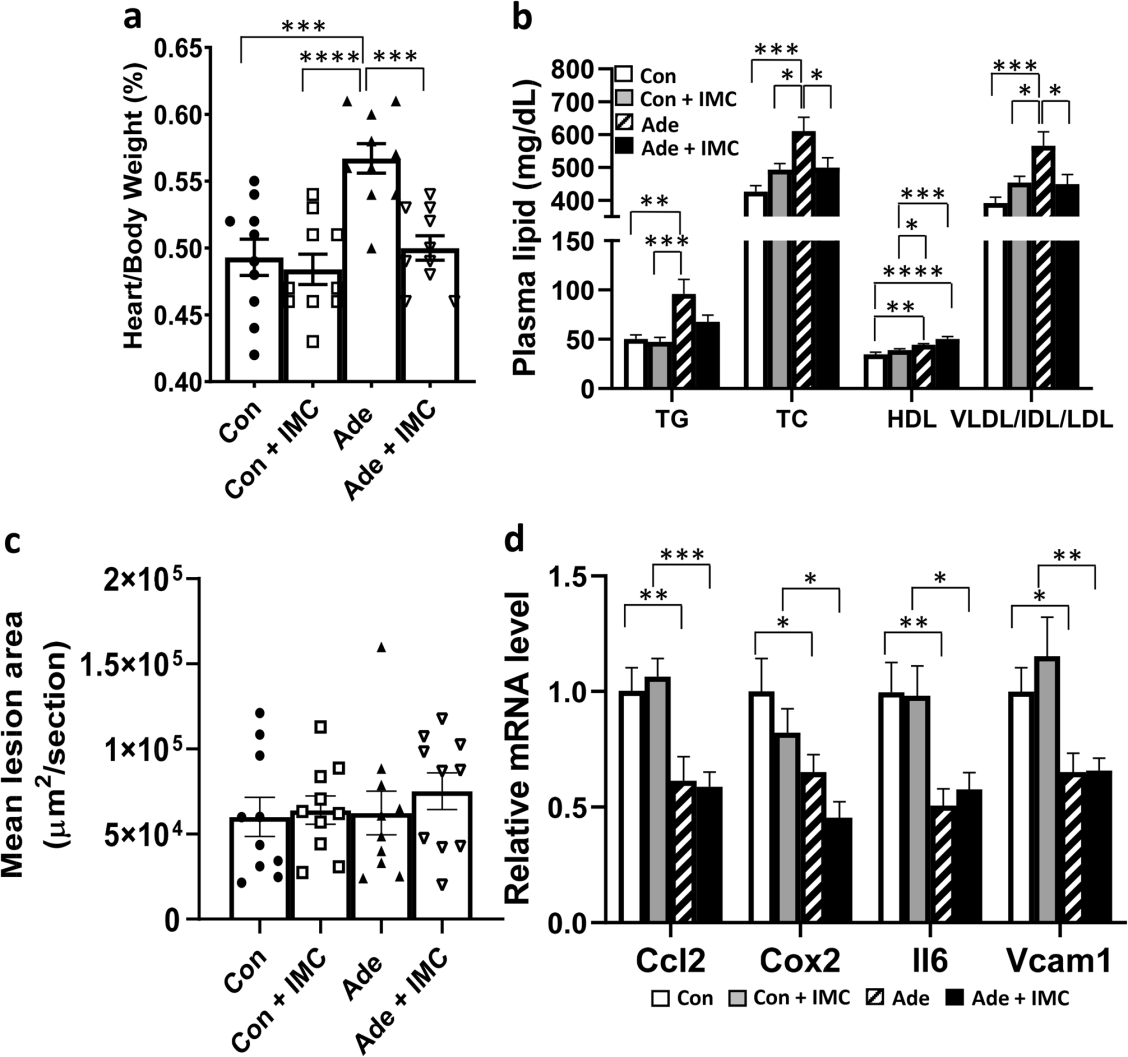
IMC supplementation protects against myocardial hypertrophy and dyslipidemia associated with adenine diet-induced CKD. Data obtained from tissue samples of the same animals described in Fig. 1 are presented in this figure, n = 10 per group. (**a**) Heart weight/body weight ratios, (**b**) Plasma levels of triglyceride (TG), total cholesterol (TC), HDL cholesterol (HDL), and VLDL/IDL/LDL cholesterol (VLDL/IDL/LDL), (**c**) mean atherosclerotic lesion area at the aortic root, and (**d**) aortic gene expression analysis by qPCR are shown. For data presented in all panels, post hoc multiple comparisons analysis was performed after significant two-way ANOVA. Symbols: *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

Adenine diet also worsened the hyperlipidemia phenotypes in apoE KO mice with increased plasma triglyceride, total cholesterol, and VLDL/IDL/LDL cholesterol levels compared to Con and Con + IMC groups (Fig. 3b). In contrast, the Ade + IMC group exhibited significant decreases in plasma total cholesterol (by 18%, p < 0.05) and VLDL/IDL/LDL cholesterol (by 21%, p < 0.05) levels compared to the Ade group, suggesting improved plasma lipoprotein profile (Fig. 3b). Surprisingly, both the Ade and Ade + IMC groups had significantly increased HDL cholesterol levels compared to the Con and Con + IMC group (Fig. 3b). Unexpectedly, there were no significant differences in mean atherosclerotic lesion area at the aortic root region among the 4 groups of mice (Fig. 3c). Gene expression analysis of the aorta showed significantly reduced mRNA levels of *Ccl2*, Cox2 (prostaglandin-endoperoxide synthase 2, *Ptgs2*), interleukin 6 (*Il6*), and vascular cell adhesion molecule 1 (*Vcam1*) in the Ade and Ade + IMC groups compared to those of the Con and Con + IMC groups (Fig. 3d), suggesting decreased inflammation in the aortas of mice of the former groups, despite induction of CKD.

## Discussion

In this study, we demonstrated that targeted inhibition of bacterial choline TMA lyase activity dramatically decreased circulating TMAO levels and multiple indices of renal function and adverse remodeling in an adenine-induced CKD mouse model. In the adenine-fed apoE KO model where renal function declined, multiple markers of injury were increased and adverse histopathological changes occurred. Provision of IMC blocked these adverse effects, normalizing renal function and histology, and improving the many CKD markers including creatinine, urea, cystatin C, FGF23, TMAO, and UACR. Of importance, we observed suppression of TMAO with the non-lethal inhibitor significantly decreased kidney cortical scar and fibrosis area, and also decreased expression of multiple inflammatory and fibrosis genes. RNA-seq analysis in the kidneys of Ade + IMC group compared to the Ade group revealed downregulation of pathways involved in extracellular matrix, immunity, and cytokine, and upregulation of pathways involved in lipid metabolism, mitochondria, endoplasmic reticulum, ion transport and water homeostasis. Therefore, gut microbiota dependent inhibition of TMA generation using IMC attenuated CKD development in the host and preserved kidney function. Recent studies demonstrated halomethylcholine based microbial choline TMA lyase inhibitors block TMAO generation in the host and elicit protective effects on atherosclerosis, thrombosis, and heart failure^16–18^. In agreement with our findings, in male wild-type C57BL/6 mice, IMC has been shown to inhibit TMA and TMAO production and prevent choline diet-induced renal functional decline and adverse remodeling in a chronic sympathetic-driven (isoproterenol infusion) model of CKD^19^. Our study provides further evidence that inhibition of a gut microbe pathway (the TMAO metaorganismal pathway) can have a profound effect on the host—this time demonstrating marked inhibition in progression of CKD in an adenine feeding model.

Chronic kidney disease is associated with altered gut microbiome in humans and animals^22,37,38^. Also, CKD patients tend to have higher percentages of opportunistic pathogens and decreased percentages of beneficial microbes in the gut^22^. Furthermore, CKD patients had increased plasma TMAO levels and significantly increased abundance of bacterial genes related to TMA production in the intestine compared to healthy controls^22^. A fecal microbiota transplantation study showed that antibiotic-treated mice receiving fecal samples from CKD patients had significantly higher plasma TMAO levels and different composition of gut microbiota than did mice receiving fecal samples from healthy subjects^22^. These data suggest that elevated plasma TMAO level associated with CKD is caused at least in part by increased abundance of TMA producing bacteria in the gut. Therefore, our strategy of non-lethal inhibition of gut microbial TMA production is likely to be beneficial to CKD patients in slowing the progression of CKD and decreasing CVD risk.

Our cell culture studies demonstrated that TMAO treatment induced the expression of inflammatory genes by activation of NF-κB in kidney epithelial cells, similar to our previous observation in human aortic endothelial and smooth muscle cells^26^. Therefore, we postulate that TMAO exacerbates the development of CKD, at least in part via activation of NF-κB pathway in relevant cell types in the kidney. Unlike the data previously reported in primary hepatocytes^39^, we failed to observe activation of PERK or other UPR pathways in TMAO-treated kidney epithelial cells. This may have resulted from differences in cell types, experimental conditions, or other factors. Whether PERK plays a role in recognition of TMAO as a receptor involved in phenotypes monitored is unclear, and merits further investigation. Thus far, only glucose related phenotypes linked to TMAO have been implicated in being transmitted in part via the involvement of PERK and other UPR genes^39^.

Increased NF-κB activation has been observed in the kidneys of patients with type 2 diabetic nephropathy^40^. Inhibition of NF-κB signaling through feeding of a chemical inhibitor, pyrrolidine dithiocarbamate, has been shown to decrease inflammation and CKD development in various animal models, including: type 1 diabetes^41^, adenine overload^42^, and 5/6 nephrectomy^43^. Our findings that TMAO activated NF-κB, leading to increased expression of inflammatory genes in kidney epithelial cells, suggest NF-κB activation as one of the mechanisms by which TMAO may promote CKD. We postulate that activation of NF-κB by TMAO leads to increased inflammation which is a major driver of fibrosis^44,45^. In fact we observed significantly decreased expression of genes belonged to the extracellular matrix pathway in the kidneys of Ade + IMC group compared to those of Ade group (Fig. 2b and Supplemental Table S1), supporting our hypothesis.

We observed significantly decreased expression of Wfdc2, PAI-1/Serpine1, Timp1 and 10 other genes of the protease inhibitor functional cluster in the kidneys of Ade + IMC group compared to those of the Ade group (Supplemental Table S1). Wfdc2 is a serine protease inhibitor that is upregulated in human and mouse fibrotic kidneys and suppresses the degradation of type I collagen. Administration of Wfdc2 neutralizing antibodies accelerated collagen I degradation and inhibited fibrosis in various mouse models of renal disease, demonstrating a profibrotic role for Wfdc2^46^. PAI-1/Serpine1, a serine protease inhibitor, is thought to be profibrotic by impairing the turnover and degradation of extracellular matrix proteins. Furthermore, PAI-1 plays an important role in the interstitial recruitment of inflammatory macrophages and myofibroblasts in response to chronic kidney injury^47,48^. Timp1 inhibits the activities of matrix metalloproteinases. Timp1 deficiency in mice is associated with significantly reduced myocardial fibrosis in models of cardiomyopathy in vivo^49^. Timp1 also mediates an association between CD63 (cell surface receptor for TIMP1) and integrin β1 on fibroblasts, initiates activation and nuclear translocation of Smad2/3 and β-catenin, leading to de novo collagen synthesis^49^. Therefore, the decreased expression of these protease inhibitor genes in the kidneys of the Ade + IMC mice compared to those of the Ade mice may explain, in part, the decreased collagen deposition in kidneys of the former (Fig. 1m).

We observed significantly decreased heart weight/body weight ratios in the Ade + IMC group as compared to the Ade group, suggesting decreased cardiac hypertrophy in the former. FGF23 is a bone derived hormone with a central role in the regulation of phosphate homeostasis^50^. CKD patients exhibit elevated circulating levels of FGF23, which has been shown to induce left ventricular hypertrophy^51^ that can lead to heart failure. We observed significantly increased circulating FGF23 levels in the adenine-fed mice compared to the control mice, whereas IMC supplementation significantly decreased FGF23 levels induced by adenine feeding. Therefore, the decrease in heart weight/body weight ratios in the Ade + IMC group compared to the Ade group could be attributed in part to decreased FGF23 levels.

CKD induced by 5/6 nephrectomy (5/6Nx) has been shown to increase atherosclerosis in apoE KO mice^31–33^. Adenine feeding, a non-surgical approach to induce CKD, induces tubulointerstitial nephropathy in mice^52^. It also induces cardiac hypertrophy and decreases cardiac function in mice^53^. Surprisingly, atherosclerotic lesion areas at the aortic root of the Ade group were not increased compared to the Con or Con + IMC groups. In fact, gene expression analysis of the aortas revealed that expression of inflammatory genes was decreased in the Ade and Ade + IMC groups compared to the Con and Con + IMC groups, suggesting that, by unknown mechanisms, adenine feeding decreased inflammation locally in the aorta despite induction of CKD. Adenine is the precursor of adenosine that is known to play a role in the control of inflammation^54^. One of the adenosine receptors, A2B adenosine receptor, is expressed in the vasculature and macrophages and protects against inflammation and excessive vascular adhesion^55^. We hypothesize that adenine feeding may lead to increased adenosine level in the vasculature, leading to increased activation of A2B adenosine receptor, decreased vascular inflammation and atherosclerosis. Therefore, our data suggest that although adenine feeding is suitable for studying CKD development and CKD-induced cardiac hypertrophy and dysfunction, the model did not permit investigation of the relationship between CKD and atherosclerosis.

In summary, our study demonstrated that inhibition of TMAO production in an adenine-induced model of CKD significantly attenuated the development of CKD and cardiac hypertrophy. Our cell culture studies support the concept that TMAO promotes development of CKD by activation of NF-κB, leading to aggravated inflammation. Inhibition of TMAO production provides a novel strategy in the treatment CKD and reno-cardiac syndrome.

## Materials and methods

### Animal studies

All animal experiments were approved by the UCLA Animal Care and Use Committees, in accordance with PHS guidelines. One-month-old female apoE KO mice on C57BL/6J background (stock number: 002052, Jackson laboratory, Bar Harbor, ME), n = 10/group, were fed ab libitum the following diets from Envigo (Madison, WI) for 14 weeks before tissue collection: (1) chow diet (Con, TD.110846), (2) chow diet + 0.06% iodomethylcholine (IMC) (Con + IMC, TD.170932), (3) chow diet + 0.2% adenine (Ade, TD.170076), and (4) chow diet + 0.2% adenine + 0.06% IMC (Ade + IMC, TD.170093). At the 12th week of diet feeding, mice were individually placed in metabolic cages for collection of urine for 24 h. At the end of the diet feeding period, mice were fasted for 4 h before blood and tissue collection.

### Biochemical assays

Plasma TMA, TMAO and creatinine levels were determined by mass spectrometry as previously described^2^. Indoxyl sulfate was determined by Shimadzu 8050 LC/mass spectrometer by using a phenyl column (250 × 2 mm, Thermo Scientific) and resolving by a gradient generated between A, 0.2% formic acid in water and B, 0.2% formic acid in methanol with the initial two minutes at 0% B, then linearly rose to 90% B over 7.3 min, then to 100% B over 0.5 min and held for 3 min, then back to 0% B and equilibrium for 3 min. Indoxyl sulfate (Cayman Chemical, Ann Arbor, MI) and its respective internal standard, indoxyl sulfate (ring-d4) were monitored using ESI in positive-ion mode with multiple reaction monitoring (MRM) of precursor and characteristic product ion transitions as: m/z 212 → 80 for indoxyl sulfate, 216 → 80 for indoxyl sulfate (ring-d4). Sample preparation for the measurement of indoxyl sulfate followed the same procedure as the measurement of TMAO with 1 μM indoxyl sulfate (ring-d4) added to the TMAO internal standard mix in methanol^2^. Plasma total cholesterol, HDL cholesterol, and triglyceride levels were determined as previously described^27^. Plasma urea levels were determined using a colorimetric assay (Bioassay Systems, Hayward, CA). Plasma FGF23 (Mouse/Rat FGF-23 (C-Term) ELISA kit, Quidel, San Diego, CA) and cystatin C (R&D Systems, Minneapolis, MN) levels were determined by ELISA. Urine albumin and creatinine levels were determined using an ELISA kit (Exocell, Philadelphia, PA) and a colorimetric assay kit (Exocell), respectively for calculation of UACR.

### RNA isolation and quantitative RT-PCR analyses

Total RNA was isolated from tissue samples using the miRNA isolation kit (Qiagen, Germantown, MD) according to the protocol provided by the manufacturer. The cDNA was synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). Quantitative PCR was performed using gene-specific primers (Supplemental Table S3) and the Roche SYBR green master mix. Samples were run on a LightCycler 480 II system (Roche, Pleasanton, CA) and analyzed using the Roche LightCycler 1.5.0 software^26^. All qPCR targets were quantified based on standard curves ran on the sample plate. The mRNA levels of specific genes were normalized to the mRNA levels of housekeeping genes of the same sample. The mRNA levels of housekeeping genes eukaryotic translation initiation factor 2A (*Eif2a*, Fig. 2a), glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*, Fig. 2d,g), ribosomal protein L13a (*Rpl13a*, Fig. 3d), and β2 microglobulin (*B2M*, Supplemental Fig. S2) were used for normalization.

### Kidney histology

Histologic Sections (5 μm) from formalin fixed paraffin embedded mouse kidneys (8 kidneys per group) were stained with Masson’s trichrome and quantitated for cortical scar area and collagen deposition in a blinded fashion. The cortical scarring and collagen deposition were measured over the entire cortical tubulointerstitial area via semi-quantitative visual assessment performed by a renal pathologist.

### Atherosclerosis

Atherosclerotic lesions in the proximal aorta were quantitated as described^56^. Briefly, the heart was flushed with PBS and embedded in OCT. Frozen Sections (10 μM) were stained with Oil Red O and lesion area quantified every 6th section beginning at the aortic valves. The average of the first 10 scored sections was then used as a measure of lesion size.

### RNA-seq

Total RNA from kidney was isolated as described above. RNA libraries were prepared using the Illumina TruSeq kits (Illumina, San Diego, CA). Following barcoding, 24 samples per lane were sequenced on a HiSeq4000 using 50 bp single-end protocol. Reads were QC’d using FastQC in batch mode and mapped to the mouse genome (mm10) using STAR aligner version 2.3.1. The count data were normalized using DESeq2′s median of ratios method^57^. Differential expression analysis was performed using DEseq2^58^ with statistically significant genes called using adjusted p-value cutoffs of less than 0.1. Gene ontology analysis was performed using DAVID 6.8 (https://david.ncifcrf.gov/). The Benjamini–Hochberg method was used to obtain false discovery rates for enriched pathways.

### Cell culture studies

The Madin-Darby canine kidney II (MDCK II, from Sigma-Aldrich, St. Louis, MO) epithelial cells were cultured in DMEM (Corning, CA) supplemented with 5% fetal calf serum (Hyclone, Logan, UT) and 100 U/ml penicillin/100 μg/ml streptomycin (Gibco, Carlsbad, CA). For TMAO treatment, cells were plated in 6-well plates for 24 h, followed by treatment with TMAO (0, 50, 100, or 200 μM, Sigma-Aldrich) in the presence or absence of an NF-κB inhibitor (NF-κB inhibitor IV, 100 nM, Millipore, Burlington, MA) for 48 h before gene expression and immunoblotting analyses.

Normal human primary renal proximal tubule epithelial cells (RPTEC, ATCC, Manassas, VA) were grown in renal epithelial cell basal media (ATCC PCS400030) supplemented with renal epithelial cell growth kit (ATCC PCS400040), and 100 U/ml penicillin/100 μg/ml streptomycin (Gibco, Carlsbad, CA) according to the supplier’s protocol. For TMAO treatment, cells were plated in 6-well plates for 24 h, followed by treatment with TMAO (0, 50, 100, 200, or 400 μM, Sigma-Aldrich) for 48 h before gene expression analysis.

### Immunoblotting

Immunoblotting was performed using 20 μg of proteins from cell lysate per sample as previously described^26^. Primary antibodies against phospho-NF-κB p65, NF-κB p65, phospho-PERK, PERK, phospho-eIF2α, eIF2α, phospho-IRE1α, IRE1α, ATF4, and GAPDH (Cell Signaling Technology, Danvers, MA) were used in the experiments. After incubation with secondary antibody and extensive washing, blots were placed in Amersham ECL Prime Western Blotting Detection Reagent (GE Life Sciences). Blots were then imaged using the ChemiDoc MP system (Bio-Rad), and bands were quantified using ImageJ software (National Institutes of Health)^26^. Band intensities of phospho-NF-κB p65, phospho-PERK, phospho-eIF2α, and phospho-IRE1α were normalized by band intensities of total NF-κB p65, PERK, eIF2α, and IRE1α, respectively, of the same samples on the same blot after blot stripping and re-probing. Band intensities of ATF4 were normalized by band intensities of GAPDH of the same samples on the same blot.

### Statistical analyses

Two-tailed Student’s t-test was utilized to compare means between 2 groups. One-way ANOVA with Tukey’s multiple comparisons test was performed to analyze data presented in Fig. 2d and Supplemental Fig. S2. For experiments with a two-factorial design (data presented in Figs. 1a–g,l,m, 2g, 3a–d, and Supplemental Fig. S1a and S1b), a two-way ANOVA was performed to establish that not all groups were equal. The Holm–Sidak post hoc analysis was then used for specific between-group comparisons after statistical significance was established by ANOVA. Statistical analyses were performed in GraphPad Prism version 8.

## Supplementary Information

Supplementary Information

## Data Availability

All data are contained within the manuscript. The RNA-seq data presented in this publication have been deposited in NCBI's Gene Expression Omnibus^59^ and are accessible through GEO Series accession number GSE163276 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163276).

How the deposited data were processed for this re-analysis (not part of the article)

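Kidney RNA-seq was analysed in 17 mice of 3 groups, 5 Con, 6 Ade and 6 Ade + IMC. The condition of each mouse was taken from the sample labels and its diet from the paper's methods. The 4 Con + IMC mice of the 21 in the labels were not analysed here, and with them the comparisons that need this group.

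The authors aligned single-end reads to mm10 with STAR and deposited the raw count per gene of the Con and Ade mice. The counting tool, the annotation release and the use of strand are not named in the paper's text. For the Ade and Ade + IMC mice the authors deposited a signal, the gene count divided by the size factor of DESeq2's median of ratios method. The authors also deposited the log2 fold change, the Wald score and the p-value with its adjusted value for each gene from their own DESeq2 comparison of the Ade + IMC and Ade groups. These are printed as the authors' values. The values of the deposited normalized counts were whole multiples of 1 read in 100% of cases, and the recovered reads differed from the raw counts in 0 values of the 6 Ade mice. No 2 libraries of a group held the same values within counting noise (chi-square per degree of freedom of at least 4.21).

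The design fixed before the data were examined had edgeR's quasi-likelihood test for each comparison. Since the Ade + IMC values were normalized, the Ade + IMC and Ade groups were compared by limma 3.58.1 with a trend on log2(normalized count + 1). This covered 14696 genes with a mean normalized count of at least 10, and edgeR 4.0.16 on the recovered reads became an alternative. The recovered reads would have allowed edgeR as the main test, as in the Ade + IMC and Con comparison. The other alternatives set for this comparison, apart from DESeq2, were run with limma in place of edgeR. The Ade and Con groups (14612 genes) and the Ade + IMC and Con groups (14578 genes) were compared by edgeR's quasi-likelihood test with TMM normalization and its own filter on low counts. DESeq2 1.42.0 was an alternative in each, and the analyses were run in R 4.3.3. Genes were called at a Benjamini-Hochberg adjusted p-value below 0.1, as in the paper's methods. Single values were compared by two-sided exact permutation tests, also within the first digit of the mouse number, for which 180 splits exist. The smallest p-values these tests can give are 0.00216 and 0.00556.

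Gene families were lists of symbols written before the data were examined, not the terms used by the paper. Their names and directions are those of the clusters the paper found in the same data. Enrichment was tested by Fisher's exact test, in the direction of the cluster only, on genes with an unadjusted p-value below 0.05. It was also tested by limma's camera and by exact permutation of the family mean over mice. Camera was run on limma's t statistics with a preset correlation between genes. The score on the Con to Ade axis took the place of a planned slope that needs the Con + IMC group. It used log2 CPM with a prior count of 2.

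The genes named in the text are those the paper names for the kidney, those it names elsewhere that can be read in kidney RNA, Xist and Havcr1 as checks of the labels, the 5 genes with the largest rise and fall among called genes in a comparison, and the 3 called genes with the smallest adjusted p-value in each family. Since 0 genes were called between the Ade + IMC and Ade groups, the family genes were taken at an unadjusted p-value below 0.05. These and Alas2, Nr1d1, Myrf, Vcam1 and Adora2b were singled out after their values were seen. The result of 1 gene of the list for the kidney is not reported here. Coordinates are those of GRCm38. Genes whose exons overlap another gene are uncertain, since the use of strand is not stated.

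The tests were tested on simulated data with 200 genes changed by log2 changes of 1 or 2. For each pair of groups this was a single data set, with genes drawn independently and no effect of the digit. Smaller changes were not simulated, such as -0.21 for Col1a1 and -0.66 for Ccl2 between the Ade + IMC and Ade groups. The shares recovered therefore do not give the power for such changes. Of the changed genes tested, limma recovered 86.3% (14611 genes, 11.0% of its calls false), limma with the block 86.3% (14.1% false), edgeR 88.1% (14577 genes, 10% false) and DESeq2 87.5% (14725 genes, 24.6% false). For the Ade and Con groups, edgeR recovered 91.8% (14476 genes, 8.16% false). With 1 family of 88 genes shifted, Fisher's test found it (adjusted p = 2.65e-98), and also called 2 of the unshifted families, which share 0 genes with it. With 0 genes changed, 15 of 100 simulated data sets gave at least 1 family at an adjusted p-value below 0.05, and 2 families at most. Genes were drawn independently here too, so these sets do not cover genes that vary together. A share of 70% of the adenine change was recovered by the score as 68.6% (over the genes it ran on).

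The alternatives changed the tool, the scaling, the filter on low counts, the threshold, the pseudocount, the samples in the fit, the block and the mice included. Those added after the data were examined are the limma test and its pseudocounts, TMM scaling of the recovered reads, the 17-mouse fit, the block with edgeR and DESeq2, the unadjusted threshold, the permutation of family means and the axis score.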

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

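The tests on library size and on the axis score for the single mice 407, 412 and 311, and the genes and mice set beside them, were chosen after their values were seen. The other tests given here were set before their results were seen.

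Of 167 groups of values tested for a sample far from the others, 15 held one, where about 8 are expected by chance, since such a value comes up in about 1 in 20 groups. They recur in a few mice.

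In the Ade group, mouse 407 lay apart in 5 measures. Its normalized count was 205 for Tlr2 (others 324 to 368), 3051 for Lpl (others 1750 to 2191), 5285 for Acadm (others 1182 to 2453) and 221 for Aqp4 (others 45.3 to 99.5), and its complement and coagulation family score was -0.170 (others 0.0753 to 0.181). Its total count of 7422753 was within the range of the other Ade mice, which goes against library size. Its score on the Con to Ade axis was 0.763, the lowest of the Ade group. A candidate explanation is a weaker response to adenine in this mouse, but the score is made from the same RNA and was known when the test was chosen, so the 2 cannot be told apart. Its CPM of 0.809 for Slc4a5, which was lower in the Ade than in the Con group (edgeR adjusted p = 0.0198), was the lowest of the Ade group and goes against this explanation for that gene.

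In the Ade + IMC group, mouse 412 lay apart in 4 measures, with a normalized count of 3630 for Col1a1 (others 5322 to 6125), 365 for Kcnt1 (others 130 to 216), 53.6 for Slc4a5 (others 26.2 to 30.1) and 251 for Hpd (others 58.8 to 101). Its total count of 6863114 was within the range of the group, and its axis score of 0.695 was the lowest of the group. A milder response to adenine is a candidate explanation for Col1a1, Kcnt1 and Hpd, which these data cannot test independently. It leaves out Slc4a5, since the CPM of 7.32 in this mouse was above that of every Con mouse (1.80 to 5.76). Mouse 311 of the same group had a mitochondrion family score of -0.267 (others 0.0636 to 0.233). It had the largest total count of its group, 8305968, but mouse 212, with the next largest, 8034993, had a score of 0.157, which goes against library size. Its axis score, 1.13, was the highest of the group. Among genes that adenine raised, its normalized counts of Havcr1 (164), Lcn2 (870.4), Timp1 (107), Mmp12 (248) and Ccl2 (45.1) were the lowest of the 12 mice, while those of Igkv3-2 (4476) and B2m (14738) and its immunity family score (0.643) were the highest, and that of Col1a1 (6125) was the highest of its group. A stronger response to adenine is thus neither shown nor set aside.

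Mouse 201 of the Con group had a CPM of 1196 for Lpl (others 448 to 553) and 3.38 for Kcna1 (others 1.44 to 1.83). Lpl is high in fat cells, so fat tissue in the sample was tested with 9 measured adipocyte genes. The highest mean of these genes was in mouse 202 and not in mouse 201, and its gap to the next mouse was 0.248 of the range, which goes against fat tissue as the possible explanation.

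The other values were single ones. Mouse 310 of the Ade + IMC group had a normalized count of 256 for Cfi (others 70.2 to 130), mouse 410 of that group had 53.4 for Kcna1 (others 26.5 to 35.4), and mouse 308 of the Ade group had the lowest total count, 5444833 (others 7166746 to 7673215). No explanation was tested for these.

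The paper does not report the RNA-seq comparisons with the Con group. Between the Ade and Con groups 9841 genes were called, 4706 lower and 5135 higher, and between the Ade + IMC and Con groups 9219, 4715 lower and 4504 higher, a balance that turned to more higher genes with, among other settings, upper-quartile scaling (3873 lower and 5173 higher), DESeq2 (4607 and 5289) and mouse 412 left out (4353 and 4722). The comparisons shared 8380 genes, all 8380 changed in the same direction, and they also share the Con mice, which favours a common direction. In each comparison, only the real split, 1 of 100, gave as many genes, with at most 8169 and 6129 genes in the other splits. The median total count was larger in the Con group (8864086) than in the Ade (7306464.5) and Ade + IMC (6996367.5) groups, and every Con mouse (at least 7716126) was above every Ade mouse (at most 7673215), while the Con and Ade + IMC ranges overlap, so every library was thinned to the smallest total. Then 9008 of the called genes were called between Ade and Con and 8431 between Ade + IMC and Con. Without the 20 most counted genes, 9813 and 8762 of them were called. GC content and transcript length explained 3.52% and 3.71% of the variance of the log2 fold changes. Most of the calls thus remained in the thinned libraries and without the most counted genes. The adenine diet was assigned by the design and is not an explanation found in these data. In the Ade + IMC and Con comparison IMC differed as well. These checks do not cover every other difference between the groups. The labels were checked with Havcr1, which had at most 7 counts in the Con mice and at least 192 in the others. Xist had 5389 to 10811 counts and genes of the Y chromosome 0 in each mouse, which goes against reads from male mice but does not tell the groups apart. The mean log2 change of marker genes between the Ade and Con groups was 3.21 for macrophages (18 genes), 4.17 for T and B lymphocytes (17 genes), 2.21 for fibroblasts and myofibroblasts (15 genes), 3.03 for injured tubules (17 genes), -1.82 for the proximal tubule (19 genes), -1.18 for the collecting duct (12 genes), -0.85 for the loop of Henle and distal tubule (13 genes), -0.32 for the endothelium (11 genes) and -0.02 for podocytes (10 genes). No test was run on these means, and a change in the make-up of the cells cannot be told apart from changes within cells.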

How the results depend on the processing

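Between the Ade + IMC and Ade groups, 0 genes were called by limma (493 lower and 495 higher at an unadjusted p-value below 0.05), and 0 were called at a threshold of 0.05 and in the 12 fits that each left out one mouse. With TMM scaling 0 were called (566 lower and 423 higher at an unadjusted p-value below 0.05), as with all genes with at least 1 count (696 and 710), genes with at least 10 counts in every mouse (456 and 451), a pseudocount of 0.1 (495 and 496) or 5 (494 and 494), and edgeR on 17 mice (561 and 647). DESeq2 on the recovered reads called 37 genes. With the first digit of the mouse number as a block, limma called 133, edgeR 104 and DESeq2 591, with 102 genes called in all 3 block fits. In the test on a single simulated data set, 24.6% of the calls of DESeq2 were false. The edgeR and DESeq2 block fits were chosen after the data were examined.

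At an unadjusted p-value below 0.05, the block gave 920 lower and 1087 higher genes with limma, 978 and 977 with edgeR, and 944 and 1138 with DESeq2. Leaving out one mouse at a time gave from 285 to 826 lower and from 331 to 1073 higher genes. The split of lower against higher genes moved with the scaling and the tool, from 493 and 495 to 619 and 377 with upper-quartile scaling and to 591 and 394 with edgeR on the recovered reads, each with 0 genes called. The cause was not tested for any of these changes. The mice carry a number each, shared between no groups. No paired analysis was possible because the groups compared share no replicate numbers.

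Fisher's exact test gave 10 of 10 families, and 7 to 10 across the fits that left out one mouse and the other settings of tool, scaling, filter and block, all at an unadjusted p-value below 0.05. On the 60 lower and 73 higher genes called with the limma block, the adjusted p-value of Fisher's test was 0.559 for extracellular matrix (1 of 169 genes, odds ratio 1.45), 0.629 for mitochondrion (odds ratio 0.944, the reverse direction) and 0.268 for endoplasmic reticulum (odds ratio 1.93), and 0.000432 to 0.0407 for the other families. Camera gave 8. Exact permutation of the family mean gave 0 families (1 at an unadjusted p-value below 0.05), and 0 within the digit (3 unadjusted), both chosen after the data were examined, and the cause was not tested. Within the digit a single family cannot go below an adjusted p-value of 0.0556, which was the value of cellular water homeostasis, and those of cytokine and ion transport were both 0.0926, so passing 0.05 there would have needed more families at the smallest p-value. Of the 100 splits of the 12 mice, taken in either direction, 2 gave as many families by Fisher's test (10 at most in the others) and 12 gave as many by camera. The families were named after clusters that the paper found with the real groups, which favours the real split. The odds ratio of mitochondrion genes went from 0.655 to 5.76 and that of endoplasmic reticulum genes from 0.975 to 2.31 across the fits that each left out one mouse. Of 240 values of the odds ratios under alternatives, 219 kept their direction and side of the threshold, 17 were weaker and 4 reversed, the values on the genes called with the block not included.

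The share of the adenine effect kept was 88.8%, and 86.5% to 90.5% with other genes, weights or scaling, 83.6% to 92.5% when one mouse was left out. The exact permutation p-value over all mice was 0.0693 to 0.407 across these alternatives, and within the digit 0.0333 to 0.125.

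The number of genes called between Ade and Con was 8462 to 11298 across the alternatives that were run, and that between Ade + IMC and Con 7915 to 10314. Between Ade and Con, 4706 genes were lower and 5135 higher, against 4173 and 5617 with upper-quartile scaling and 4908 and 4948 with RLE size factors. Between Ade + IMC and Con, more genes were lower (4715, and 4504 higher), and more were higher with upper-quartile scaling (3873 lower and 5173 higher), DESeq2 (4607 and 5289), RLE size factors (4535 and 4663), all genes with at least 1 count (4982 and 5332) and the 17-mouse fit (4341 and 5229), and also without mouse 412 of the Ade + IMC group (4353 and 4722). The cause was not tested. A check of the labels, the log2 fold change of Xist, Ade against Con, was 0.01 (edgeR adjusted p = 0.976) and changed sign to -0.0239 with DESeq2, -0.0170 with RLE size factors, -0.0176 with all genes with at least 1 count and -0.000511 in the 17-mouse fit, and ranged from -0.0653 to 0.0861 when one mouse was left out; these values are near 0 and their cause was not tested. Of 351 values for the 19 genes named in this comparison, 342 kept direction and call and 9, all of Xist, reversed. For 38 genes named between the Ade + IMC and Ade groups, 865 of 945 values were the same, 80 passed the threshold under an alternative only (20 with the limma block, 18 with the edgeR block, 30 with the DESeq2 block and 12 with DESeq2) and 0 reversed. Myrf is not among these 38 genes.

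The planned comparisons with the Con + IMC group, the difference of the IMC effects, the 21-mouse fit and the slope with its alternatives were not run. RLE size factors are the scaling already in the deposited normalized counts, so this alternative has no value of its own between the Ade + IMC and Ade groups. At this depth, genes such as Ccl20, with 0 or 1 counts per Con mouse, only give a lower bound of the change.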

Differences from the paper's values

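The paper gives 627 down-regulated and 584 up-regulated genes in the Ade + IMC group compared to the Ade group, and its methods give an adjusted p-value below 0.1. Limma called 0 lower and 0 higher genes at that threshold (493 and 495 at an unadjusted p-value below 0.05). None of the alternatives set before the data were examined closed the gap. Apart from DESeq2, they were run with limma, which took the place of edgeR after the data were examined, and edgeR on the recovered reads, the test first set, called 0 and 0 (591 and 394 at an unadjusted p-value below 0.05). DESeq2 on the recovered reads called 16 lower and 21 higher genes, the block for the first digit of the mouse number 60 and 73, and upper-quartile scaling (619 and 377 at an unadjusted p-value below 0.05), all genes with at least 1 count (696 and 710), genes with at least 10 counts in every mouse (456 and 451) and the threshold of 0.05 gave 0 and 0. Of the settings chosen after the data were examined, edgeR with the block called 53 and 51 and DESeq2 with the block 256 and 335. At an unadjusted p-value below 0.05, a threshold chosen after seeing the values, DESeq2 on the recovered reads gave 629 lower and 583 higher genes, and the authors' deposited table holds 627 and 584.

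The paper reports by qPCR that Ccl2, Ccl20, Lcn2, Col1a1 and Col3a1 were lower in the Ade + IMC group, and places Wfdc2 and Timp1 among the down-regulated genes. In the RNA-seq values these genes had lower means in the Ade + IMC group, and limma adjusted p-values over all genes were 0.711 to 0.788. DESeq2 with the block, chosen after the data were examined, called Ccl2 (adjusted p = 0.0403), Ccl20 (0.0831), Col3a1 (0.0481) and Timp1 (0.0217). For each of these 4 genes this was the smallest adjusted p-value among the settings that were run, and the largest was 0.996. Adjusted over the 8 kidney genes of the list alone, the limma p-values of Ccl2 and Col3a1 were both 0.0540, that of Timp1 was 0.0545 and that of Wfdc2 was 0.0747, while those of Ccl20, Lcn2 and Col1a1 were 0.145, 0.148 and 0.156. In the authors' deposited table the unadjusted p-values of Wfdc2 and Timp1 are 0.0267 and 0.0154.

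The paper lists 5 functional clusters as enriched among the down-regulated and 5 among the up-regulated genes. It found them in the same RNA-seq data, so tests of families named after them are not independent of its result. By exact permutation of family means between mice, 0 of 10 families passed an adjusted p-value of 0.05 (1 at an unadjusted p-value below 0.05), with a smallest value of 0.130, or 0.0556 within the digit of the mouse number, where a single family cannot go lower, while Fisher's test on genes at an unadjusted p-value below 0.05 gave 10 and camera gave 8.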

Other observations

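The tests of the paper's gene numbers, of library size and of the digit of the mouse number by library size and axis score were chosen after the results were seen. Alas2, Nr1d1, Myrf, Vcam1 and Adora2b were singled out, and mice 212 and 412 were named, after their values were seen. The other tests were set before their results were seen.

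The numbers 627 and 584 of the paper equal the numbers with an unadjusted p-value below 0.05 in the authors' deposited table, 1211 in all, where 27 genes have an adjusted p-value below 0.1. The settings without a block called at most 37 genes at an adjusted p-value below 0.1, and those with the block at most 591. A candidate explanation is that the paper's numbers count genes by the unadjusted p-value.

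At an unadjusted p-value below 0.05, 33 of 100 splits of the 12 mice gave as many genes as the 988 between the Ade + IMC and Ade groups, so this number does not set the real groups apart from other splits. Within the first digit of the mouse number, 3 of 100 splits gave as many called genes as the 133 of the block fit (426 at most), a result of an alternative and not of the planned comparison. The digit itself was tied to 8 genes at an adjusted p-value below 0.1, and 2 of 100 arrangements of the digits gave as many. Total counts differed between digits by less than the spread between mice (exact permutation p = 0.922). The axis score had its lowest mean at digit 4 in both groups, with 0.893 in the Ade mice (1.04 and 1.17 at digits 2 and 3) and 0.736 in the Ade + IMC mice (0.952 and 0.944). Its exact permutation p was 0.0854, so a response to adenine that differs between digits is not shown and not set aside. What the digit stands for is not stated, and no other biological explanation was tested.

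For the mean changes of the gene families, 2 of 100 splits gave as many families by Fisher's exact test and 12 of 100 by camera. The choice of families from the paper's clusters favours the real split here. With a trend on GC content and transcript length removed, 95.7% of the mean change was left in the cellular water homeostasis family, the one family with an exact p-value below 0.05 before adjustment, and 84% to 133% over the 10 families. Total counts (exact permutation p = 0.905) and the share of counts on the 20 most counted genes (exact permutation p = 0.478) differed between the Ade and Ade + IMC groups by less than the spread between mice. Over all 12 mice the smallest adjusted exact p-value of a family was 0.130, and within the digit it was 0.0556, the smallest that a single family can have there. Among the cell type markers, the collecting duct mean changed by 0.42 (exact permutation p = 0.0498; within the digit 0.0278). That of injured tubules changed by -0.56 (exact permutation p = 0.0714; within the digit 0.0278). The smallest adjusted value of any cell type was 0.200, or 0.100 within the digit. A change in the make-up of the cells is thus not shown and not set aside for these families. A shift with IMC remains a hypothesis.

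Alas2, an enzyme of haem synthesis in red cell precursors, had a log2 fold change of 1.56 in the Ade + IMC group (standard error 0.29; limma adjusted p = 0.601; exact permutation p = 0.00216, the smallest possible). The adjusted p-value was 0.00129 with DESeq2 and 0.0404 with the limma block, with 1.52e-06 to 0.996 over all settings, and it is 0.00191 in the authors' deposited table. Of the 2403 exonic bases of Alas2, 372 overlap another gene on the other strand. A candidate explanation is more red cell RNA in these kidneys. The 4 haemoglobin genes were higher by 1.52 on the log2 scale (exact permutation p = 0.0173, and 0.0519 adjusted over 6 gene sets; within the digit 0.0111, and 0.0222 adjusted). A set of 10 measured erythroid (red cell lineage) genes was higher by 0.71 (exact permutation p = 0.00866, and 0.0519 adjusted; within the digit 0.00556, and 0.0167 adjusted). The haemoglobin and erythroid genes were lower in the Ade than in the Con group, with log2 changes of -2.14 and -1.14. Whether this is blood left in the tissue or a difference between the mice cannot be told from these data.

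Nr1d1, a clock gene, had a log2 fold change of 0.48 (standard error 0.10; limma adjusted p = 0.601; exact permutation p = 0.00216), with 263 exonic bases overlapping a gene on the other strand. The adjusted p-value was 0.0343 with DESeq2 and 0.0883 with the limma block, with 0.00496 to 0.996 over all settings, and it is 0.0463 in the authors' deposited table. Kidneys taken at different times of day were tested with a score of 10 genes of its phase, Nr1d1 included, against 5 of the opposite phase. The 10 genes were higher by 0.28 on the log2 scale (exact permutation p = 0.0563, and 0.113 adjusted over 6 gene sets; within the digit 0.0556, and 0.0833 adjusted) and the 5 genes changed by -0.11 (exact permutation p = 0.405; within the digit 0.617), the directions that another time of day would give. The score differed by 0.391, within the spread between mice (exact permutation p = 0.149), so this explanation is neither shown nor set aside. Lpl had a log2 fold change of 0.83 (limma adjusted p = 0.706, 0.0943 with DESeq2 and 0.0627 with the limma block, with 0.000247 to 0.996 over all settings). More fat tissue was tested with the 9 adipocyte genes, whose mean was higher by 0.71 on the log2 scale, a difference within the spread between mice (exact permutation p = 0.481; within the digit 0.217). Mouse 212 had both the highest mean of these genes, 7.12, and the highest normalized count of Lpl, 5606, but mouse 412 had the next highest count of Lpl, 5466, with a mean of 2.52, so more fat tissue is neither shown nor set aside. Myrf was lower, with a log2 fold change of -0.98 (standard error 0.19; limma adjusted p = 0.601; exact permutation p = 0.00216). Its adjusted p-value was 0.00929 with DESeq2 and 0.0602 with the limma block, and it is 0.0133 in the authors' deposited table. No explanation was tested for Myrf.

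Of 28 genes the paper names outside its kidney RNA data, 25 were tested in kidney RNA and 0 were called by limma between the Ade + IMC and Ade groups (2 had an unadjusted p-value below 0.05, and adjusted over this list alone 2 were below 0.1, the smallest 0.0485). These were Vcam1, with a log2 fold change of -0.88 (limma adjusted p = 0.643, and 0.0426 with the block, with 3.54e-08 to 0.996 over all settings; 61 of its exonic bases overlap a gene on the other strand), and Adora2b, with -0.37 (limma adjusted p = 0.706, and 0.216 to 0.996 over all settings). With DESeq2 the adjusted p-values of Vcam1 and Adora2b were 0.0584 and 0.514. In the authors' deposited table they are 0.0854 and 0.666, so Vcam1 is below 0.1 in both. The mean of 16 NF-kB target genes changed by -0.41 (exact permutation p = 0.104; within the digit 0.00556, or 0.0167 adjusted over 6 sets). The mean of 15 genes of the unfolded protein response changed by -0.05 (exact permutation p = 0.665).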
